# Roles of miR-592-3p and Its Target Gene, *TMEFF1,* in the Nucleus Accumbens During Incubation of Morphine Craving

**DOI:** 10.1093/ijnp/pyac004

**Published:** 2022-01-10

**Authors:** Bing Xie, Jingjing Zhang, Chunling Ma, Hailei Yu, Zhiyu Ni, Bin Cong, Di Wen

**Keywords:** Conditioned place preference, incubation, miR-592-3p, morphine craving, nucleus accumbens, *TMEFF1*

## Abstract

**Background:**

Prolonged forced abstinence from morphine can increase cue-induced cravings for the drug, contributing to a persistent vulnerability to relapse. Previous studies have identified the implications of aberrant microRNA (miRNA) regulation in the pathogenesis of morphine addiction, but the changes in miRNA expression during the incubation of morphine craving are still unknown.

**Methods:**

Nucleus accumbens (NAc)-specific altered miRNA transcriptomics was determined in a mouse model of cue-induced incubation of morphine craving following a next-generation sequencing method and verified by RT-qPCR. Bioinformatics analysis was performed to predict the target gene of selected miRNA, and the protein expression of the target gene was detected by western blot. A dual-luciferase assay was performed to confirm the binding sites, and gain- and loss-of-function strategy was applied to understand the mechanism of miRNA and its target gene.

**Results:**

The miR-592-3p observed to be downregulated in the NAc core was linked to the incubation of morphine craving, and a dual-luciferase assay was performed to confirm the binding sites of miR-592-3p in its target gene, tomoregulin-1 (*TMEFF1*). Also, gain- and loss-of-function analyses revealed that the inhibition of miR-592-3p expression in the NAc core negatively regulated *TMEFF1* expression, thereby enhancing the incubation of morphine craving; however, the overexpression of miR-592-3p in the NAc core resulted in a decreased expression of *TMEFF1*, thereby reducing the incubation of morphine craving.

**Conclusion:**

Our findings demonstrated that miR-592-3p can improve the incubation of morphine craving by targeting *TMEFF1*, and thus, it holds a therapeutic potential to inhibit opioid craving.

**Significance Statement**

The current study, focused on the epigenetic mechanism of the incubation of morphine craving, address 2 questions: (1) How is the expression of key microRNAs (miRNAs), as epigenetic modulators, altered during the cue-induced incubation of morphine craving? (2) Which is/are the target gene(s) and what is/are the regulatory mechanism(s) of gene(s) in response to the candidate miRNAs? Gain- and loss-of-function strategy analyses revealed that miR-592-3p can improve the incubation of morphine craving by targeting TMEFF1. This finding addresses a gap in the current literature regarding the molecular mechanisms engaged in the incubation of morphine craving. Future research into the upstream mechanism of miR-592-3p is needed to shed light on the molecular regulatory network on the incubation of morphine craving. Ultimately, this line of research advances knowledge that may hold a therapeutic potential to inhibit opioid craving.

## Introduction

In the ongoing fight against drug addiction, one major challenge that must be overcome is the high rate of relapse or returning to drug use after periods of withdrawal (Hunt et al., 1971). One frequent trigger for relapse is exposure to cues and contexts associated with drugs, even after prolonged periods of abstinence (Gawin and Kleber, 1986; Ehrman et al., 1992). Researchers have previously demonstrated that cue-induced drug craving and seeking increases progressively during abstinence, termed “incubation of drug craving” (Grimm et al., 2001; Lu et al., 2004). In the past decade, several studies have established some neural mechanisms underlying the incubation of drug cravings after forced abstinence, having focused primarily on understanding cravings for cocaine, heroin, and methamphetamines (Wolf, 2010; Pickens et al., 2011; Loweth et al., 2014). Emerging evidence supports the idea that epigenetic changes are important mechanisms underlying the concept of addiction and the neurobiological response to addictive substances (Nielsen et al., 2012; Browne et al., 2020). Massart et al. demonstrated a role for nucleus accumbens (NAc) DNA methylation, and downstream targets of DNA demethylation, in incubation of cocaine craving (Massart et al., 2015). Another study revealed that NAc miR-181a and methyl CpG binding protein 2 (MECP2) contribute to incubation of heroin craving (Xu et al., 2021). However, although several brain regions and molecular mechanisms are engaged in the incubation of morphine craving, the underlying epigenetic mechanisms remain unknown at this time. Understanding the epigenetic mechanism of the incubation of morphine craving is likely to have significant implications for preventing drug relapse.

MicroRNAs (miRNAs), as epigenetic modulators, are small endogenous noncoding RNAs that negatively regulate gene expression at the posttranscriptional level by binding to the “seed regions” found at the 3′-untranslated regions (3′-UTRs) of their target messenger RNA (mRNA) (Mahmoudi and Cairns, 2017). To date, they have been suggested to be a group of regulators that play roles in a broad range of biological processes, such as cell proliferation, differentiation, apoptosis, and cycle regulation (Mansini et al., 2018; Nowakowski et al., 2018; Bhaskaran et al., 2019); furthermore, miRNAs appear to be abundant in the nervous system, acting as regulatory molecules in processes such as neurogenesis, synapse formation, and neuroplasticity development (Ziats and Rennert, 2014; Song, 2020; Yoshino et al., 2021). Recently, changes in several specific miRNA expressions that may influence the interactions between miRNAs and their targets during addiction were identified by several studies (Dreyer, 2010; Pietrzykowski, 2010; Bali and Kenny, 2013; Smith and Kenny, 2018). Notably, miR-133b is expressed in midbrain dopaminergic neurons and regulates the dopamine transporter and the production of tyrosine hydroxylase. In contrast, miR-212 influences the production of the striatal brain–derived neurotrophic factor and synaptic plasticity following cocaine intake (Bali and Kenny, 2013). Some investigations have suggested specific miRNAs to be key regulators in drug addiction that might also act as valuable targets for the development of more efficient therapies and the prevention of relapse (Kenny, 2014; Smith and Kenny, 2018).

The incubation of drug craving is regulated by maladaptive cellular plasticity in several mesolimbic brain regions, including NAc, a central reward–related region in which several pathways involved in reward and motivation converge (Sesack and Grace, 2010). Previous studies have reported that altering the miRNA expression in the NAc appears sufficient to attenuate or enhance drug-seeking behaviors (Chandrasekar and Dreyer, 2011). Other research has revealed that miRNAs induced by drug abuse may modify the expression levels of many downstream target genes that control addiction-linked neural mechanisms (Saba et al., 2012). Nevertheless, little is known about miRNAs involved in the incubation of morphine craving and their expression levels.

The current study aimed at addressing 2 questions: (1) How is the expression of key miRNAs altered in the NAc during the cue-induced incubation of morphine craving? and (2) Which is/are the target gene(s) and what is/are the regulatory mechanism(s) of gene(s) in response to the candidate miRNAs? To answer these 2 questions, the cue-induced incubation of the morphine craving model was first established by using the conditioned place preference (CPP) paradigm. Then, the aberrant expression of miRNAs was identified in the NAc tissue by RNA sequencing. The molecular mechanisms of downstream target genes involved in the incubation of morphine craving were investigated by the gain- and loss-of-function strategy. Our study offers evidence concerning the underlying mechanisms of the cue-induced incubation of morphine craving and suggests novel potential targets for preventing relapse.

## MATERIALS AND METHODS

### Animals

Male C57BL/6N mice (body weight: 18–25 g) were acquired from Liaoning Changsheng Co., Ltd. (Liaoning, China) and maintained on a 12-hour-light/-dark reversed cycle with freely available food and water. Each of the experimental procedures was endorsed by the Animal Care and Use Committee of Hebei Medical University and was performed in accordance with the National Research Council Guide for the Care and Use of Laboratory Animals. Morphine sulfate was obtained from Qinghai Pharmaceutical Factory Co., Ltd. (Qinghai, China). Drug concentrations in this study were modified to an appropriate injection volume of 5 mL/kg body weight with saline, and all drug solutions were prepared fresh on the day of their administration.

### Morphine CPP Training

An unbiased, morphine-induced CPP was performed as previously detailed, with slight modifications (Sun et al., 2018). The CPP apparatus was divided into 3 visually and tactually distinct compartments isolated by guillotine doors (JLBeh Soft-tech Co. Ltd., China). In short, the CPP schedule consisted of preconditioning, conditioning, and testing phases. Among these, first, the preconditioning phase (Day 1) established the baseline preference. Mice were first set in the middle chamber without the doors installed for 15 minutes, and their time spent in the 2 side chambers was calculated as a baseline value, referred to henceforth as T0. The mice with a CPP score >150 seconds were excluded. Conditioning phase (Day 2–7) included CPP training. Each mouse was treated for 6 days with alternate injections of morphine (1 mg/kg or 5 mg/kg, i.p.) or saline (1 mg/kg or 5mg/kg, i.p.) at an interval of 6 hours; mice were immediately confined to its drug-paired or saline-paired chamber for 45 minutes. Testing phase involved morphine withdrawal and was labeled as withdrawal day 1 (WD1/Day 8). During the testing phase, the guillotine doors were removed to give the mice free access to the entire apparatus, and the mice were placed in the middle chamber to give them free movement throughout the entire apparatus for 15 minutes; morphine withdrawal occurred on day 14 (WD14/Day 21). Thereafter, 2 post-conditioning tests were performed: test 1 (T1) and test 2 (T2) on day 1 and day 14, respectively, after the last conditioning sessions in a morphine-free state.

### RNA Isolation, RNA Library Preparation, and Sequencing

The NAc tissues (core and shell) from C57BL/6N mice from the 2 groups subjected to the morphine-induced CPP model test 1 (T1) and test 2 (T2) were harvested; 3 samples (6 mice) from each group were used for total RNA isolation. RNA-seq was performed by Novogene Co., LTD (Beijing, China).

#### Library Preparation for Small RNA Sequencing

A total amount of 3 μg total RNA per sample was used as input material for the small RNA library. Sequencing libraries were generated using NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. PCR amplification was performed using LongAmp Taq 2X Master Mix, SR Primer for Illumina and index (X) primer. DNA fragments corresponding to 140 to approximately 160 bp (the length of small noncoding RNA plus the 3’ and 5’ adaptors) were recovered and dissolved in 8 μL elution buffer. Lastly, library quality was assessed on the Agilent Bioanalyzer 2100 system using DNA High Sensitivity Chips.

#### Clustering and Sequencing

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq SR Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2500/2000 platform, and 50-bp single-end reads were generated.

#### Quality Control

Raw data of fastq format were firstly processed through custom perl and python scripts. Then, a certain range of length from clean reads was chosen to conduct all the downstream analyses.

#### Reads Mapping to the Reference Sequence

The small RNA tags were mapped to reference sequence by Bowtie (Langmead et al., 2009) without mismatch to analyze their expression and distribution on the reference.

#### miRNA Editing Analysis

Position 2 to approximately 8 of a mature miRNA was considered the seed region, which was highly conserved. The target of a miRNA might differ with changing nucleotides in this region. In our analysis pipeline, miRNA that might have a base edit could be detected by aligning all the sRNA tags to mature miRNA, allowing 1 mismatch.

#### miRNA Family Analysis

We explored the occurrence of miRNA families identified from the samples in other species. In our analysis pipeline, known miRNA used miFam.dat (http://www.mirbase.org/ftp.shtml) to look for families; novel miRNA precursor was submitted to Rfam (http://xfam.org/) to look for Rfam families.

#### Differential Expression of miRNA

Differential expression analysis of 2 conditions/groups was performed using the DESeq R package (1.8.3). *P* values were adjusted using the Benjamini and Hochberg method. The average reads of the samples were 17 546 185 (supplementary Table 1). The corrected *P* value of .05 was set as the threshold for significantly differential expression by default. Data information is shown in supplementary Table 1 (RNA-seq data accessible at NCBI GEO database, accession GSE192888).

### Quantitative Reverse Transcription-Polymerase Chain Reaction (qRT-PCR) Analysis

The NAc core was perforated with an approximately 600-μm micro-punch to obtain brain sections (BT1.0; The Harris Products Group, Mason, OH, USA), and the NAc shell was dissected using a needle based on the mouse brain atlas (Fig. 1G). The total RNA from the brain tissue was extracted by using the miRNAeasy Mini Kit (QIAGEN, USA). Total RNA (2.5 μg) was incubated with 10 U/μg of RNase R (Geneseed Biotech, China) at 37°C for 10 minutes. A total of 1.0 µg of RNA was used for RT using the PrimeScript RT Reagent Kit (TaKaRa, China) and miScript II RT Kit (Qiagen). qRT-PCR analysis was performed with TB Green Premix Ex Taq II (TaKaRa) and the miScript SYBR Green PCR Kit (Qiagen) based on the company’s directions. All reactions were set up in 20-μL volumes on a QuantStudio Flex (Applied Biosystems). The *GAPDH* mRNA and *U6 snRNA* were utilized as reference genes to analyze mRNA and miRNA, respectively. The 2^−ΔΔCt^ method was utilized to calculate the relative expression levels of mRNAs and miRNAs.

**Figure 1.**
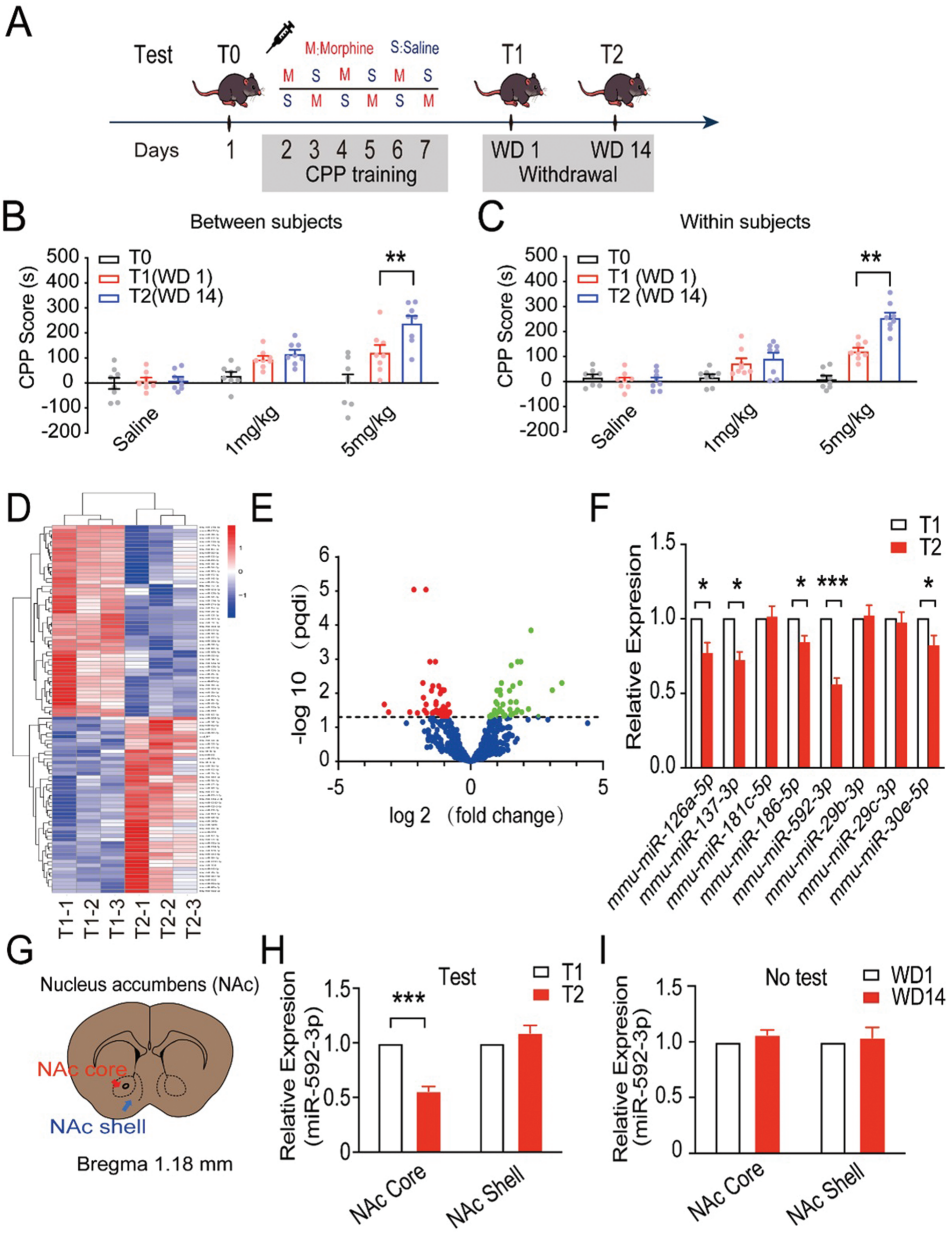
Expression of miRNAs involved in the cue-induced incubation of morphine craving. (A) An illustrated representation of the morphine conditioned place preference (CPP) training timeline. (B) The influence of morphine dose and test day on morphine CPP score. The between-subjects assessment was performed on 9 groups of mice (n = 8 per group), where each group was tested on a single withdrawal day. **P < .01 vs T1 group. (C) Within-subjects assessments were performed on 3 groups of mice (n = 8 per group), and each group was separately tested at withdrawal 1 (WD1) and WD14. **P < .01 vs T1 group. (D) The heatmap shows clusters of miRNAs differentially expressed between WD1 and WD14 samples. (E) A volcano plot to show the significantly differentially expressed miRNAs in WD1 as compared with WD14. Green dots show overexpressed miRNAs and red dots show underexpressed miRNAs. (F) The expression of 8 downregulated miRNAs in the nucleus accumbens (NAc) on WD1 and WD14 (n = 3). *P < .05; ***P < .001. (G) Two subdivisions of the NAc: core (NAcC) (red arrows) and shell (NAcSh) (blue arrows). (H) The expression of miR-592-3p in NAcC or NAcSh with test, ***P < .001 vs T1 group. (I) The expression of miR-592-3p in NAcC or NAcSh without test.

### Bioinformatics Analysis

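The hairpin of miR-592 is the gene Mir592 (ENSMUSG00000076067.1) in the GENCODE annotation of the mouse genome build GRCm38. It lies on the minus strand of chromosome 6 from 27936655 to 27936750. This stretch is inside the protein-coding gene Grm8, which spans 27275119 to 28135178 on the same strand, and overlaps 1 annotated exon of that gene. The hairpin transcript has 96 bases, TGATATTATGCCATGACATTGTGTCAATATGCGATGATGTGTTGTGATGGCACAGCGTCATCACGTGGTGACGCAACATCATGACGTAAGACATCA. The 18 bases of miR-592-3p that Fig. 5A draws, UCAUCACGUGGUGACGCA from the 5′ end, were found in its 3′ arm from base 58 to base 75. The seed of a miRNA is the stretch from its base 2 to its base 8 that pairs with the target, here CATCACG written as DNA. The gene Tmeff1 (ENSMUSG00000028347.14) lies on the plus strand of chromosome 4 from 48585174 to 48663131. Its coding transcript has 10 exons and 2461 bases, and its 3′ untranslated region, 1046 bases long, lies in exon 10 from 48662086 to 48663131. A search of this region for the complement of the seed, CGTGATG, found 1 site, from 48662115 to 48662121, which starts 30 bases into the region. The surrounding sequence is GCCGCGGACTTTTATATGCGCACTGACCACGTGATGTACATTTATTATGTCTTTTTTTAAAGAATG. The mouse site is followed by T. The paper's Supplementary Table S3, a TargetScan list of 1730 human genes, puts TMEFF1 in rank 1 with a reported cumulative weighted context score of -0.68. That score is for a human site of the 8mer type, which has an A after the seed match, and not for the mouse site.

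**Figure D1:**
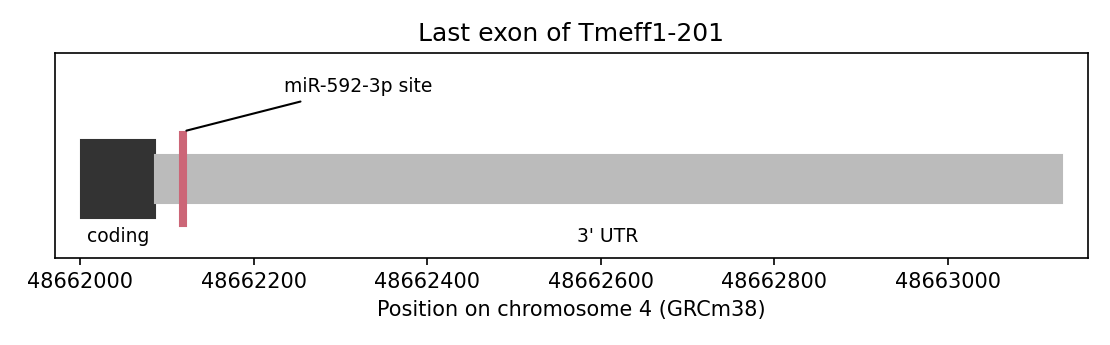
Map of the last exon of Tmeff1, with the position on chromosome 4 of GRCm38 in bases on the x axis. The dark box is coding sequence, the grey box the 3′ untranslated region and the red box the site from 48662115 to 48662121 that is complementary to the miR-592-3p seed, near the start of the region.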

The putative miR-592-3p target genes were predicted by TargetScan (http://www.targetscan.org/vert_72/) and miRanda (https://bioweb.pasteur.fr/packages/pack@miRanda@3.3a). Gene-ontology (GO) enrichment analysis was performed to identify the target gene candidates of miR-592-3p; meanwhile, KEGG analysis was conducted to predict the pathways of the target gene candidates. GO enrichment analysis was used on the target gene candidates of differentially expressed miRNAs (“target gene candidates” in the following). GO seq based Wallenius non-central hyper-geometric distribution, which could adjust for gene length bias, was implemented for GO enrichment analysis. KEGG (Kanehisa et al., 2008) is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, organism, and ecosystem, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/). We used KOBAS (Mao et al., 2005) software to test the statistical enrichment of the target gene candidates in KEGG pathways.

### Western Blot

The protein levels of *TMEFF1* and *GAPDH* were determined by western blotting. NAc tissues were lysed on ice using radioimmunoprecipitation assay lysis buffer (Solarbio, Beijing, China), and the total protein concentrations were established with a bicinchoninic acid protein assay kit (Solarbio, Beijing, China). The protein lysates were loaded and separated using sodium dodecyl–sulfate polyacrylamide gel electrophoresis before being moved to a polyvinylidene difluoride membrane. The blots were incubated with primary antibodies against TMEFF1 (1:1,000 dilution; sc-393 457; Santa Cruz Biotechnology, Dallas, TX, USA) and GAPDH (1:2,000 dilution; sc-47 724; Santa Cruz Biotechnology), then washed with Tris-buffered saline and incubated with IRDye 800CW goat anti-rabbit (LI-COR Biosciences, Lincoln, NE, USA) or IRDye 680RD goat anti-mouse (LI-COR Biosciences) secondary antibody for 1 hour at 37°C. The nitrocellulose membrane was then washed with Tris-buffered saline, and densitometric analysis was completed using appropriate channels (Odyssey; LI-COR Biosciences).

### Dual-Luciferase Reporter Assay

To verify if miR-592-3p could bind to the 3′-UTR of *TMEFF1* mRNA, HEK-293T cells were co-transfected with wild-type or mutant *TMEFF1* 3′-UTR plasmid in combination with an miR-592-3p mimic or miR-592-3p inhibitor; then, the wild-type or mutant *TMEFF1* 3′-UTR regions were inserted into the *Xho*I and *Not*I restriction sites of the psiCHECK-2 firefly luciferase vector (Geneseed Biotech, Guangzhou, China). Subsequently, the cells were gathered, and cell lysates were utilized to measure firefly and Renilla luciferase activities with a dual-luciferase reporter assay kit (Promega, Madison, WI, USA). In this context, the difference between the firefly and Renilla luciferase activities was calculated to determine the relative luciferase activity.

### Recombination Adeno-Associated Virus (rAAV) Constructs

The miR-592-3p/TMEFF1 downregulation or overexpression was achieved using a rAAV with a tetracycline-Off system (rAAV-CMV-tTA-WPRE pA) (Jiang et al., 2004). The rAAV-TRE-CMV-EGFP-miR-592-3p-WPRE-hGHpA (abbreviated as rAAV-miR-592-3p; titer exceeding 2.16 × 10^12^ vector genomes/mL) and rAAV-TRE-U6-Decoy RNA (miR-592-3p)-EGFP-SV40-pA (abbreviated as rAAV-Decoy-miR-592-3p; titer exceeding 4.13 × 10^12^ vector genomes/mL) were used to overexpress and knockdown miR-592-3p (BrainVTA, Wuhan, China), respectively. rAAV-TRE-CMV-TMEFF1-mCherry-WPRE pA (abbreviated as rAAV-TMEFF1; titer exceeding 5.20 × 10^12^ vector genomes/mL) and rAAV-TRE-U6-shRNA (TMEFF1)-CMV-mCherry pA (abbreviated as rAAV-shRNA-TMEFF1; titer exceeding 2.86 × 10^12^ vector genomes/mL) were used for the overexpression and knockdown of TMEFF1 (BrainVTA). The virus (0.2 μL) was injected using a calibrated glass microelectrode connected to a syringe pump (Hamilton) at a rate of 0.02 μL/min. Doxycycline (100 mg/L) was administered to mice via drinking water before rAAV injection and discontinued 24 hours before T2 test (WD13).

### Microinjection

Mice were anesthetized with isoflurane, then put in a stereotaxic apparatus. To conduct conditional gene interference disruption in the NAc, the packaged rAAV were microinjected into the bilateral NAc core (anteroposterior, +1.1 mm; mediolateral, ±1.0 mm; dorsoventral, −4.0 mm) or shell (anteroposterior, +1.1 mm; mediolateral, ± 0.8 mm; dorsoventral, −4.6 mm). After surgery, the mice were given 400 000 U/kg of penicillin per day for 3 days total to prevent infection and were provided free access to food and water. We verified the injection sites with fluorescent microscopy after completing behavioral tests; data were rejected when the injection site was off target.

### Statistical Analysis

Study data are expressed as mean ± SEM values. All statistical analyses were performed using a 1-way or 2-way ANOVA for each experiment, and Tukey’s test was applied to compare differences between 2 groups. All the statistical analyses were conducted using GraphPad Prism version 8 (GraphPad Software Inc., La Jolla, CA, USA). All *P* values <.05 were established as being statistically significant. The coding used to further break down *P* values was as follows: *P < .05, **P < .01, and ***P < .001.

## RESULTS

### Establishment of Cue-Induced Incubation Model of Morphine Craving

#### Between-Subjects Assessment

To establish the cue-induced CPP incubation model, 9 different groups were injected with saline or morphine (1 mg/kg or 5 mg/kg), and CPP test was conducted on withdrawal day 1 (WD 1/T1) and withdrawal day 14 (WD 14/T2) after the last training session (Fig. 1A). A 2-way ANOVA of between-subjects factors (i.e., morphine dose and test day) found a significant difference within morphine doses (*F*_(2,10)_ = 13.19, *P* = .003) and test days (*F*_(2,10)_ = 27.43; *P* < .001) as well as an interaction between morphine doses and test days (*F*_(4,17)_ = 8.24; *P* = .0017). Bonferroni’s multiple comparisons analysis showed that there was a significant difference between T2 and T1 in the 5-mg/kg morphine group (*P* < .01) but not in the 1-mg/kg morphine group (*P* > .05) (Fig. 1B).

#### Within-Subjects Assessment

Three different groups of mice were injected with either saline or morphine (1 mg/kg or 5 mg/kg) and continuously subjected to a CPP test on WD 1 and 14. A repeated-measures ANOVA confirmed a significant difference within morphine doses (*F*_(2,14)_ = 55.15; *P* < .001) and test days (*F*_(2,14)_ = 25.71; *P* < .001), and an interaction between morphine doses and test days (*F*_(4,14)_ = 14.59; *P* < .001). Bonferroni’s multiple comparisons analysis showed that there was a significant difference between T2 and T1 in the 5-mg/kg morphine group (*P* < .01) but not for the 1-mg/kg morphine group (*P* > .05) (Fig. 1C). The above results reveal that the morphine CPP score progressively increased following the start of withdrawal from the drug among mice exposed to 5 mg/kg of morphine but not in those exposed to 1 mg/kg, which successfully induced the incubation of morphine craving in the mice.

### Expression of miRNAs Involved in the Cue-Induced Incubation of Morphine Craving

#### miRNA Expression Profiling

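For small RNA-seq, the NAc (core and shell) was taken from C57BL/6N mice conditioned with 5 mg/kg of morphine, after test 1 on withdrawal day 1 (T1) or test 2 on withdrawal day 14 (T2). In small RNA-seq, short RNAs are ligated to adaptors, copied and sequenced, so that the reads of each mature miRNA can be counted. Each group had 3 samples from 6 mice in total. The sample labels and Supplementary Table S1 name the second group T3, or test 3, whereas the text and the design describe T1 and T2. The libraries labelled T3 were used as T2. The authors sequenced the libraries as single-end reads, mapped them with Bowtie without mismatch, and counted the reads on each known or predicted mature miRNA. The deposited table has 1320 miRNAs, of which 89 are predicted ones without a name, and gives for each library the raw read count and a value called TPM, which is in CPM: the count scaled by the library's total, without a length. The T1 libraries had 9842166, 7290931 and 7562538 reads counted on miRNAs. The T2 libraries had 2643331, 3401137 and 8056953. The average of 17546185 reads per sample that the paper gives is of raw reads; the counted reads were 42.6% to 56.5% of each T1 library's raw reads and 16.6%, 17.8% and 41.0% of the T2 libraries' raw reads. These shares are upper limits, since the counts on known miRNAs sum to 1.08 to 1.12 times the reads on known miRNAs that Supplementary Table S1 lists. One read was worth 0.102 to 0.137 CPM in the T1 libraries and up to 0.378 CPM at T2. The samples also differed in RNA amount. Supplementary Table S1 lists 8, 5.504 and 5.184 µg of total RNA for T1 and 2.048, 2.4 and 4.672 µg for T2, in the same order. The methods give 3 µg per sample as the input of each library, more than is listed for the first and second T2 samples, so the amounts that entered the libraries are not known. The raw counts were normalized with edgeR's TMM method, which corrects library size and composition, and T2 was compared with T1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 596 miRNAs that passed edgeR's filter on low counts with a minimum count of 10, and these held 99.98% of all counted reads. In 11 pairs of miRNAs the counts lay within 2% of each other in every library, so the members of these pairs cannot be separated. The methods do not name the genome build of the reference.

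**Figure D2:**
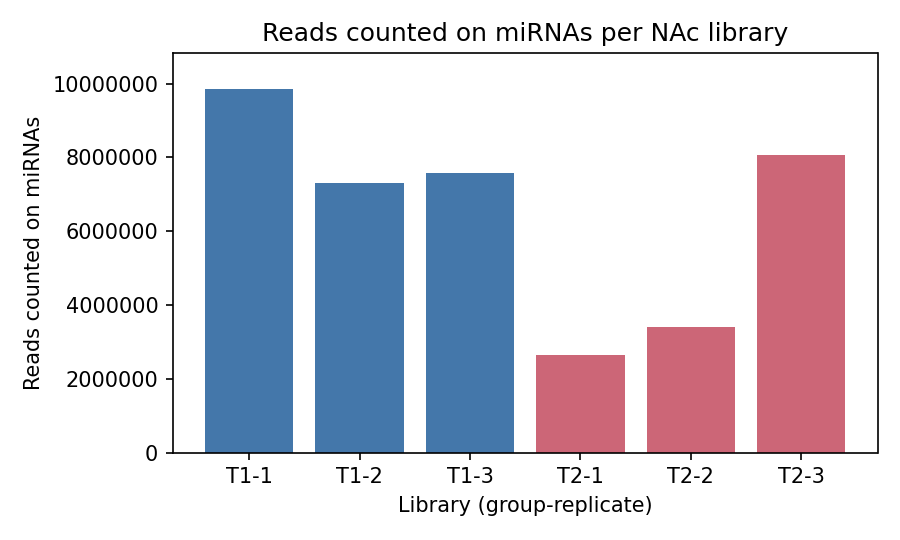
Number of reads counted on miRNAs in each NAc library (y axis), with the group and replicate number on the x axis (blue, T1; red, T2). The first T2 library has 2643331 reads and the first T1 library 9842166.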

To explore links between miRNA expression and the cue-induced incubation of morphine craving, the expression profile of miRNAs from the NAc tissue of CPP mice treated using 5 mg/kg of morphine at T1 and T2 was sequenced using RNA-seq. 

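Of the miRNAs tested between T2 and T1, 0 were higher and 0 were lower at T2 with an adjusted p under 0.05 in edgeR's quasi-likelihood test. The smallest adjusted p was 0.0654 (edgeR). At an unadjusted p under 0.05 there were 86 miRNAs higher and 91 lower, where chance alone gives about 29.8 in all. The 3 T2 libraries lay entirely above or entirely below the 3 T1 libraries for 223 miRNAs, or 37.4% of those tested, against the 10% that chance gives for 3 against 3. Among the alternatives chosen before seeing the data, the total number of calls moved most with DESeq2, the successor of the DESeq package. With its default settings 48 miRNAs were higher and 52 lower with an adjusted p under 0.05, among 629 that received an adjusted p. The test of the original DESeq package, written anew for these counts, gave 0 higher and 0 lower and 70 miRNAs with an unadjusted p under 0.05. The counts also changed with single libraries left out. Without the third T2 library, edgeR called 48 miRNAs higher and 37 lower, and without the first T2 library 19 higher and 29 lower. With any one of the other 4 libraries left out it called 0, with 93 to 149 miRNAs at an unadjusted p under 0.05. On simulated counts with 200 miRNAs changed 2-fold, edgeR recovered 20.7% of them and DESeq2 27.7%, and with a 4-fold change they recovered 91.3% and 91.0%. The simulation gave every miRNA the spread typical of its mean count and set no library apart. The deposited counts may differ in both, so these shares need not hold for them.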

Compared with T1, 48 miRNAs were upregulated, and 52 miRNAs were downregulated at T2. 

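The 100 miRNAs that the paper lists in its Supplementary Table S2 were looked up in the deposited counts. For 99 of them, the mean of the counts divided by median-ratio size factors equalled the listed mean in both groups, and DESeq2 gave the listed log2 fold change, p and adjusted p. In edgeR's quasi-likelihood test, 98 of the 100 passed the filter on low counts. All 98 changed in the listed direction, and all 98 had an unadjusted p under 0.05. Their highest adjusted p was 0.109 (edgeR), and 0 of them passed the threshold of 0.05. The 3 libraries of one group lay apart from the 3 of the other in 94 of these miRNAs, against 10% by chance, but the miRNAs had been selected for their difference in the same libraries. The remaining entry was the one named miR-592-3p. The paper's means for it are 1452.63 at T1 and 3255.65 at T2, with a listed log2 fold change of 1.16. The counts of miR-592-3p itself, divided by the same size factors, had a mean of 0.181 ± 0.313 (SD, n = 3) at T1 and 0 at T2. The listed means are those of miR-485-5p, a miRNA chosen here after its values were seen.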

All the differentially expressed miRNAs were showed in supplementary Table 2. 

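The 6 libraries were compared on the normalized log2 CPM of the tested miRNAs, with a prior count of 2. The first principal component held 54.6% of the variance and the second 24.7%. On the first component the T1 libraries lay at -11.86, -8.55 and -7.25, and the T2 libraries at 22.51, 5.84 and -0.70, so that all T2 libraries lay above all T1 libraries (exact permutation test on the mean, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). The third T2 library was closer to the second T1 library, at a Euclidean distance of 15.8, than to either of the other T2 libraries, at 17.8 and 30.01. Distances between the T1 libraries ranged from 11.3 to 16.3 and those between the T2 libraries from 17.8 to 30.01. Average-linkage and complete-linkage clustering on all tested miRNAs both put the first T2 library in a cluster of 1 and the other 5 libraries together. Complete-linkage clustering on only the tested miRNAs of Supplementary Table S2 separated the 3 T1 from the 3 T2 libraries, which follows from their selection for a difference between the groups in the same libraries.

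**Figure D3:**
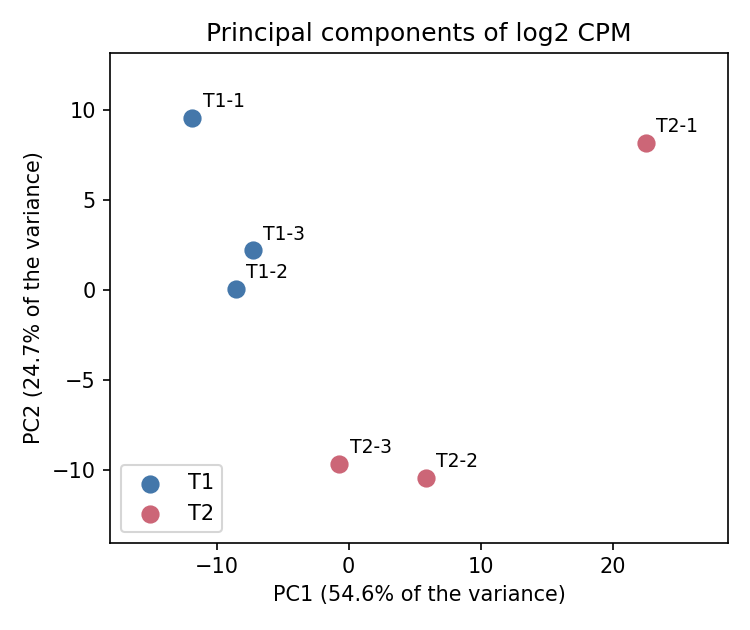
First and second principal components of log2 CPM over the tested miRNAs, with the share of the variance on each axis. Each point is a library (blue, T1; red, T2); the first T2 library lies at 22.51 on the first component and the third T2 library at -0.70.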

The expression profiles of the changing miRNAs are presented in Figure 1D–E.

#### Candidate miRNA Selection

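Among the candidates miR-126a-5p, miR-137-3p, miR-181c-5p, miR-186-5p, miR-592-3p, miR-29b-3p, miR-29c-3p and miR-30e-5p, 7 passed the filter on low counts in the small RNA-seq and all 7 were lower at T2. miR-137-3p, whose hairpin Mir137 lies on chromosome 3 of GRCm38 from 118433857 to 118433929, had 143 ± 21.1 CPM (SD, n = 3) at T1 and 32.0 ± 11.8 CPM at T2, a log2 fold change of -2.15 (standard error 0.37), and the smallest p of all tested miRNAs in edgeR's quasi-likelihood test. miR-181c-5p (chromosome 8, 84178873 to 84178961) fell from 25.8 ± 6.67 to 7.73 ± 4.73 CPM (SD, n = 3), with a log2 fold change of -1.68 (standard error 0.47, edgeR's adjusted p = 0.0779). miR-29c-3p fell from 27.1 ± 9.89 to 9.98 ± 2.29 CPM, a log2 fold change of -1.45 (standard error 0.37). The log2 fold changes of the other 4 were -1.27 for miR-126a-5p, -1.20 for miR-186-5p, -0.94 for miR-29b-3p and -0.88 for miR-30e-5p, with standard errors of 0.42, 0.30, 0.31 and 0.29. The highest adjusted p of the 7 was 0.0893 (edgeR), and 0 passed the threshold of 0.05 over all miRNAs tested, while all 7 had an unadjusted p under 0.05. Adjusted over the list alone, 7 passed, with a highest adjusted p of 0.0129 (edgeR), but the study chose the list on these samples, so this count is not independent evidence. For each of the 7, every T2 library lay below every T1 library (exact permutation test, two-sided, p = 0.1 for each). DESeq2 gave all 7 an adjusted p under 0.05. In edgeR, 5 passed without the first T2 library, 3 without the third and 0 with any other library left out. With the total RNA of each sample as a covariate, all 7 stayed lower at T2 but by less, and 0 passed. The log2 fold change was then -1.57 (standard error 0.54) for miR-137-3p, -0.68 (0.59) for miR-181c-5p and -0.58 (0.42) for miR-186-5p. Every T2 sample had less RNA than every T1 sample, so this fit cannot separate the amount of RNA from withdrawal time. The reads of miR-126a-5p are shared with miR-126b-3p, with 1790 and 1788 reads in total, so the 2 cannot be separated. The eighth candidate, miR-592-3p, had 1 read in the first T1 library and 0 reads in the other 5, and was not testable. A count of 0 allows up to 0.372 CPM in the third T2 library and up to 1.13 CPM in the first. Such limits, and intervals on shares of reads, cover counting error only. These values are from sequencing; the qRT-PCR was not analysed here.

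**Figure D4:**
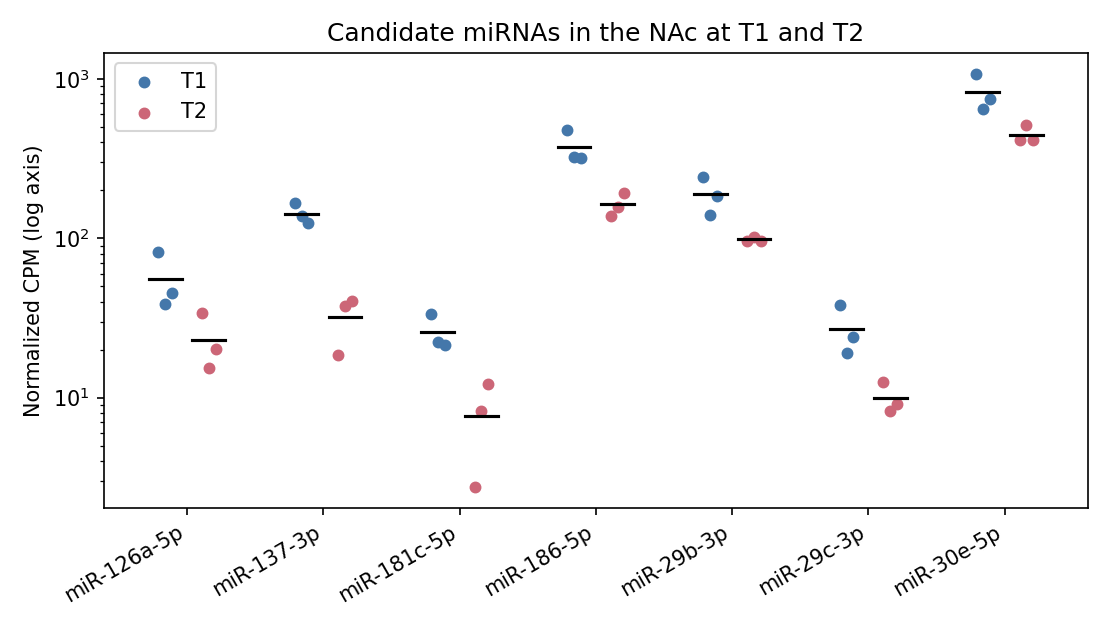
TMM-normalized CPM of the 7 testable candidate miRNAs on a log axis. Each point is a library (blue, T1; red, T2; n = 3 per group) and each line the group mean; for all 7 the T2 points lie below the T1 points, as for miR-137-3p with means of 143 and 32.0 CPM.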

Of the 52 downregulated miRNAs, 8 miRNAs in the NAc (miR-126a-5p, miR-137-3p, miR-181c-5p, miR-186-5p, miR-592-3p, miR-29b-3p, miR-29c-3p, and miR-30e-5p) increased above 1.5-fold (*P* < .05) as verified by qRT-PCR. The miR-592-3p (*t* = 10.29, *P* < .05) had an approximately twofold change downregulated in the cue-induced incubation of morphine craving; therefore, we selected miR-592-3p as a candidate miRNA to further detect the molecular mechanisms involved in cue-induced incubation of morphine craving (Fig. 1F).

#### miR-592-3p Expression in the NAcC and NAcSh

Figure 1G shows the 2 subdivisions of the NAc: core (NAcC) (red arrows) and shell (NAcSh) (blue arrows). The expression of miR-592-3p was detected separately in NAcC and NAcSh with and without the CPP test. The results showed that the expression level of miR-592-3p at T2 was significantly decreased relative to T1 in NAcC (*t* = 25.28; *P* < .001) but not in NAcSh (*t* = .65, *P* > .05) (Fig. 1H); meanwhile, no significant difference was found without a CPP test (*P* > .05) in NAcC as well as NAcSh (Fig. 1I).

### miR-592-3p Played a Functional Role in Cue-Induced Incubation of Morphine Craving

Next, gain- and loss-of-function of miR-592-3p strategies were applied to examine if miR-592-3p has a functional pivotal part in the process of cue-induced incubation of morphine craving. Figure 2A showed the timeline of rAAV (rAAV- miR-592-3p/rAAV-Decoy miR-592-3p) injection, gene expression manipulation, and behavioral tests. The rAAV injection site was verified by EGFP fluorescent protein (Fig. 2B,C,E), and miR-592-3p expression levels in the NAcC and NAcSh were verified by qRT-PCR. As shown in Figure 2D, CPP scores were analyzed using a repeated-measures ANOVA, including variables such as miR-592-3p expression and the withdrawal day. Post-hoc group differences suggested that overexpression of miR-592-3p by rAAV in the NAcC of 5 mg/kg morphine-conditioned mice led to a significant decrease in CPP scores in T2 (*P* < .001), whereas no difference in CPP scores was found in the NAcSh. Conversely, downregulation of miR-592-3p increased the CPP scores in T2 in the NAcC of 1 mg/kg morphine-conditioned mice (*P* < .05) but not in NAcSh (Fig. 2F). These results suggested that miR-592-3p has a functional part in the cue-induced incubation of morphine craving in the NAcC but not in the NAcSh.

**Figure 2.**
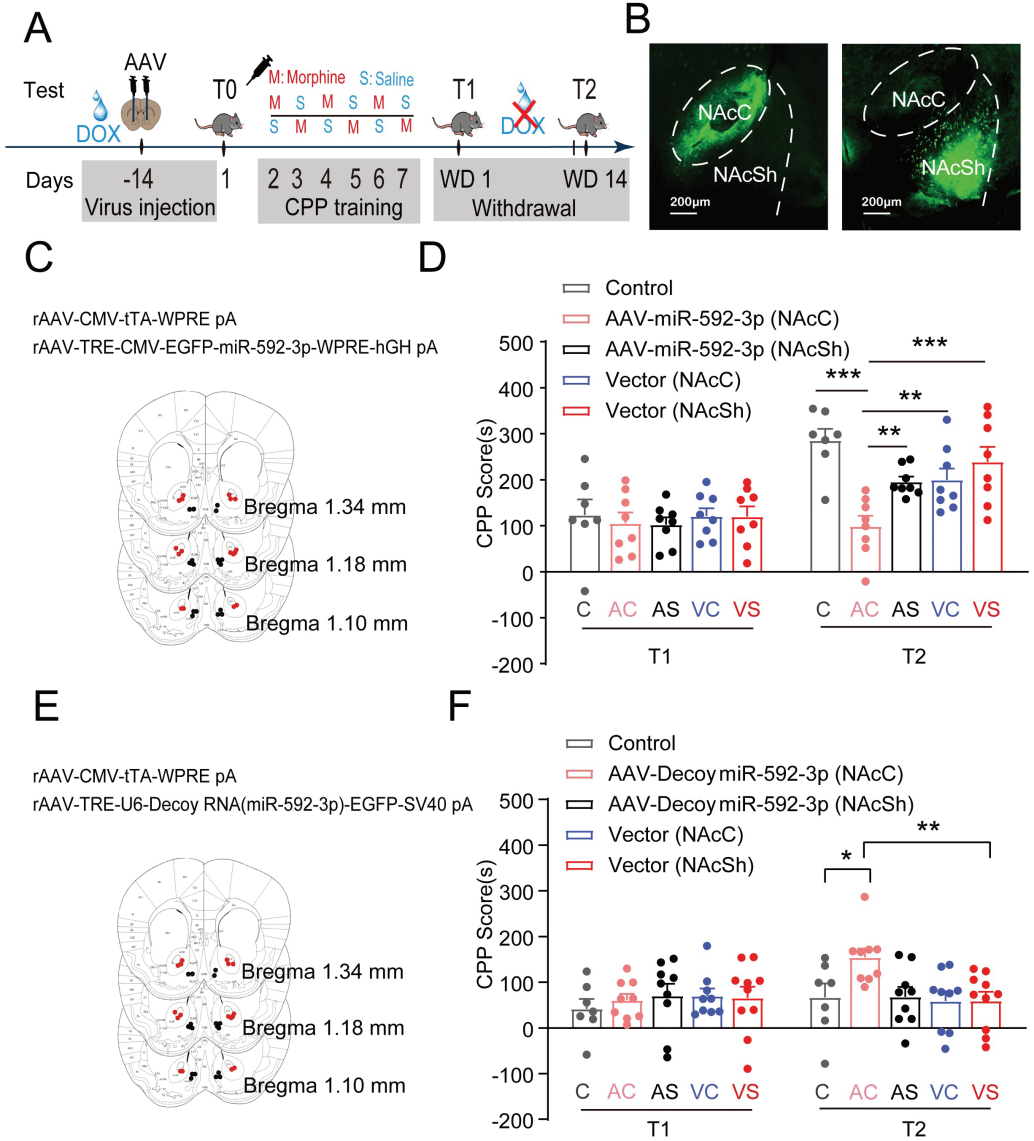
Expression of miR-592-3p in the cue-induced incubation of morphine craving. (A) Experimental timeline. (B) Schematics of the in vivo manipulation of the expression of viruses in the NAcC and NAcSh. (C) Schematics of the representative images of the overexpression viruses of miRNA-592-3p in the NAcC (red dots) and NAcSh (black dots). (D) The overexpression of miR-592-3p in the NAcC induced the CPP scores (5 mg/kg morphine conditioned) to decrease on T2 (C: control; AC: rAAV-Decoy miR-592-3p in NAcC; AS: rAAV-Decoy miR-592-3p in NAcSh; VC: vector in NAcC; VS: vector in NAcSh). ***P < .001 AC vs C, AC vs VS; **P < .01 AC vs AS, AC vs VC. (E) Schematics of the representative images of the knockdown viruses of miRNA-592-3p in the NAcC (red dots) and NAcSh (black dots). (F) Downregulation of miR-592-3p in the NAcC induced the CPP scores (1 mg/kg morphine conditioned) increased on T2. **P < .01 vs VS; *P < .05 vs C.

#### Expression of TMEFF1 in Response to Cue-Induced Incubation of Morphine Craving

MiRNAs are critical for attenuating the stability and translation of mRNAs via base pairing to partially complementary sites in the 3’-UTR of their target genes. To further analyze the biological functions of miR-592-3p in the cue-induced incubation of morphine craving, TargetScan8.0 and miRanda were used to predict the target genes of miR-592-3p. Among the computationally predicted targets, *TMEFF1* was indicated for further validation owing to its higher predictive scores and effects on regulatory factors of addiction-related proteins (supplementary Table 3), and a complementary sequence of miR-592-3p was identified in the 3’-UTR of *TMEFF1*. The subcellular localization of *TMEFF1* was observed using a laser scanning microscope, and *TMEFF1* was mainly found to be localized to the neuron membrane (Fig. 3A–B). As shown in Figure 3C, there was no significant difference in *TMEFF1* mRNA level between T1 and T2 both in NAcC (*t* = .193, *P* > .05) and NAcSh (*t* = .090, *P* > .05). However, we discovered that the expression level of TMEFF1 protein in T2 was significantly higher than that in T1 in the NAcC (*t* = 7.291; *P* < .01), while no significant difference was determined in the NAcSh (*t* = 1.837; *P* > .05) (Fig. 3D–E). Conversely, no differential expression of *TMEFF1* mRNA (Fig. 3F) or protein (Fig. 3G–H) in either the NAcC or NAcSh in any test was noted (*P* > .05). These results suggested that TMEFF1 protein was highly expressed in the cue-induced incubation of morphine craving in the NAcC.

**Figure 3.**
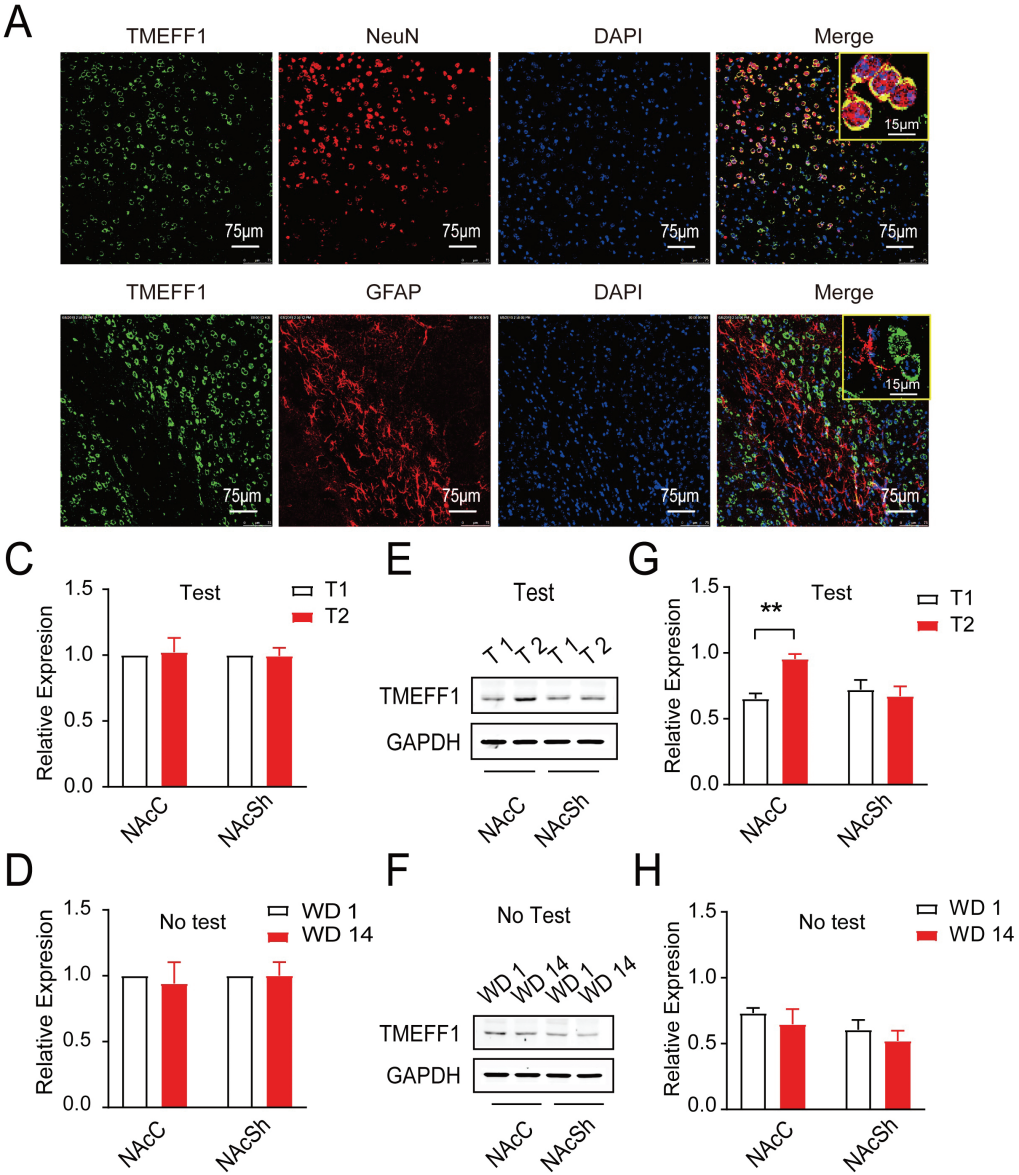
Expression of TMEFF1 in response to incubation of morphine craving. (A, B) The subcellular localization of TMEFF1 by using the laser scanning microscope. The TMEFF1 protein labeled with green fluorescence, A: neuron nuclei (NeuN), and B: astrocytes (GFAP) labeled with red fluorescence (Scale bar = 75 μm). (C) The expression of *TMEFF1* mRNA between T1 and T2 in NAcC or NAcSh. (D, E) Western-blot analysis of TMEFF1 and GAPDH expression between T1 and T2 in NAcC or NAcSh. **P < .01, vs T1 in NAcC. (F) The expression of *TMEFF1* mRNA between WD1 and WD2 in NAcC or NAcSh without test. (G, H) Western-blot analysis of *TMEFF1* and GAPDH expression between WD1 and WD2 in NAcC or NAcSh without the test.

### Function of TMEFF1 in Response to Cue-Induced Incubation of Morphine Craving

At this point, to examine whether *TMEFF1* has a functional part in the process of cue-induced incubation of morphine craving, gain- and loss-of-function analyses of *TMEFF1* strategies were performed. Two weeks before the T0 test, rAAV for downregulating (rAAV-shRNA-TMEFF1) or overregulating (rAAV-TMEFF1) the expression TMEFF1 were microinjected into the bilateral NAcC or NAcSh separately. Prior to the injection of rAAV virus, 100 mg/L doxycycline was administered to mice via drinking water and discontinued 24 hours before T2 (Fig. 4A). The rAAV injection site was verified by the mCherry fluorescent protein (Fig. 4B,D,F). Thereafter, western-blot results showed that rAAV-shRNA-TMEFF1 or rAAV-TMEFF1 led to a decrease or increase in TMEFF1 levels compared with the control and rAAV-vector (Fig. 4C).

**Figure 4.**
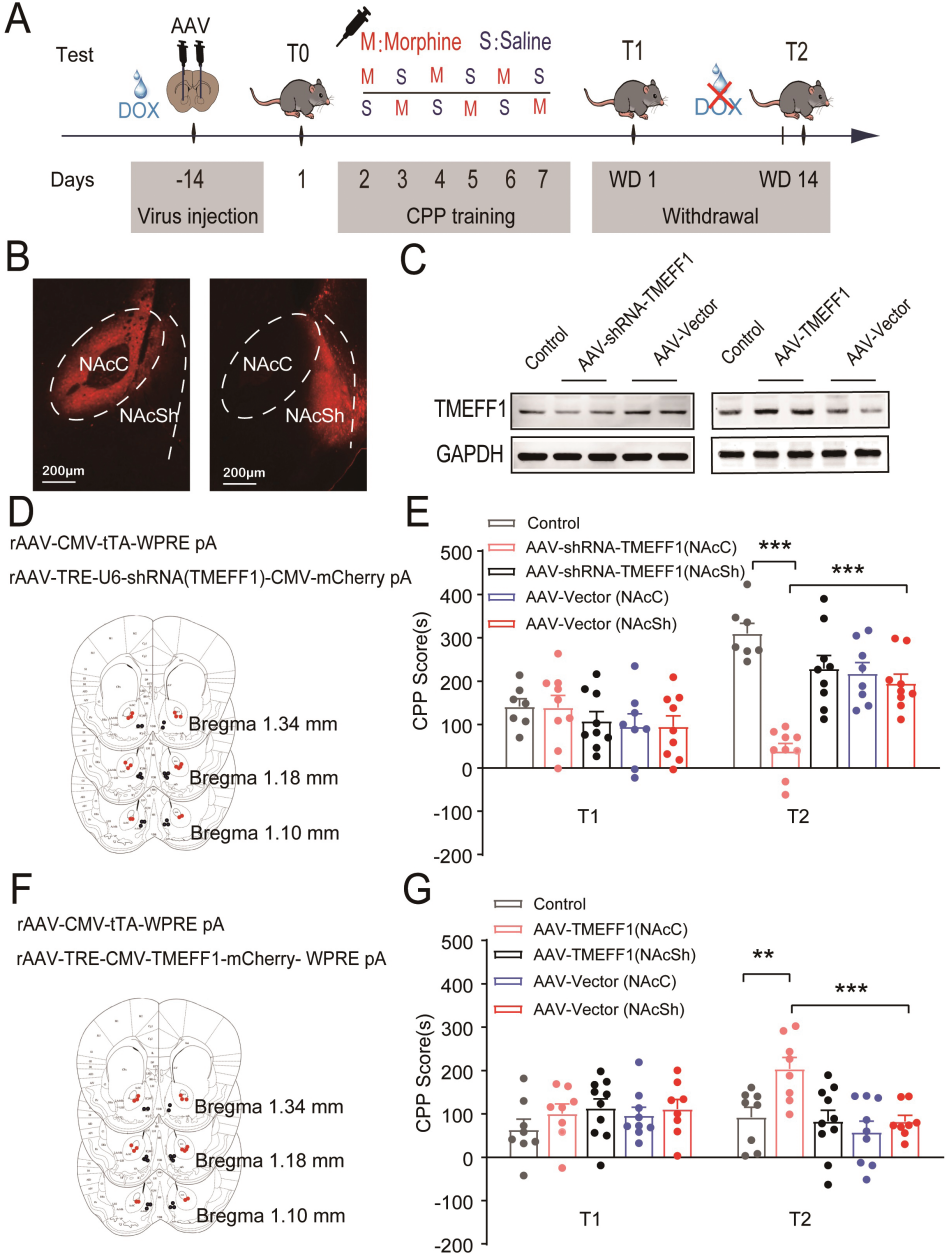
Function of *TMEFF1* in response to cue-induced incubation of morphine craving. (A) Experimental timeline. (B) Schematics of the in vivo manipulation and a representative image of the expression of viruses in the NAcC and NAcSh. (C) The expression of TMEFF1 was decreased or increase after injection of rAAV-shRNA-TMEFF1 or rAAV-TMEFF1 by western-blot analysis. (D) Schematics of the representative images of the injection of the knockdown viruses of TMEFF1 (rAAV-TRE-U6-shTMEFF1-CMV-mCherry pA) in the NAcC (red dots) and NAcSh (black dots). (E) Downregulation of TMEFF1 in the NAcC induced the CPP scores decreased on T2 in 5 mg/kg morphine conditioned mice. ***P < .001 vs control and rAAV-vector. (F) Schematics of the representative images of the injection of overexpression viruses of TMEFF1 (rAAV- TRE-CMV-TMEFF1-mCherry-WPRE pA) in the NAcC (red dots) and NAcSh (black dots). (G) The overexpression of TMEFF1 in the NAcC induced the CPP scores increased on T2 in 1 mg/kg morphine-conditioned mice. ***P < .001 vs control, ***P < .001 vs rAAV-vector.

As shown in Figure 4E, the downregulation of TMEFF1 in the NAcC may significantly reduce the morphine CPP scores at T2 in contrast to the control (*P* < .001) and rAAV-Vector (*P* < .001) groups (5 mg/kg morphine conditioned), while the overexpression of TMEFF1 can lead to significantly increased morphine CPP scores at T2 (1 mg/kg morphine conditioned) (*P* < .01) (Fig. 4G). The regulation of TMEFF1 expression by rAAV did not affect morphine CPP scores on T1, whether in NAcC (*P* > .05) or NAcSh (*P* > .05). These results indicate that TMEFF1 positively regulates the cue-induced incubation of morphine craving in the NAcC, indicating that TMEFF1 has a functional part in the cue-induced incubation of morphine craving.

### miR-592-3p Regulated Expression of TMEFF1 in NAcC During Cue-Induced Incubation of Morphine Craving

Bioinformatic analysis results support the idea that the 3′-UTR of *TMEFF1* mRNA has a single highly conserved potential binding site of miR-592-3p (Fig. 5A). The direct binding of miR-592-3p to the 3′-UTR of the *TMEFF1* was examined by generating luciferase reporter plasmids that contained the miR-592-3p–binding site or mutant sequence. As anticipated, the miR-592-3p mimic led to significant reductions in luciferase activity relative to the negative mimic control (*P* < .01), while the inhibition of miR-592-3p elevated the luciferase activity (*P* < .05) (Fig. 5B); nevertheless, the mutated sequence of the *TMEFF1* 3′-UTR abrogated the repressive effects of miR-592-3p on the luciferase activity of its target 3′-UTR (Fig. 5C). These results indicate that miR-592-3p directly binds to the 3′-UTR of the *TMEFF1* mRNAs.

**Figure 5.**
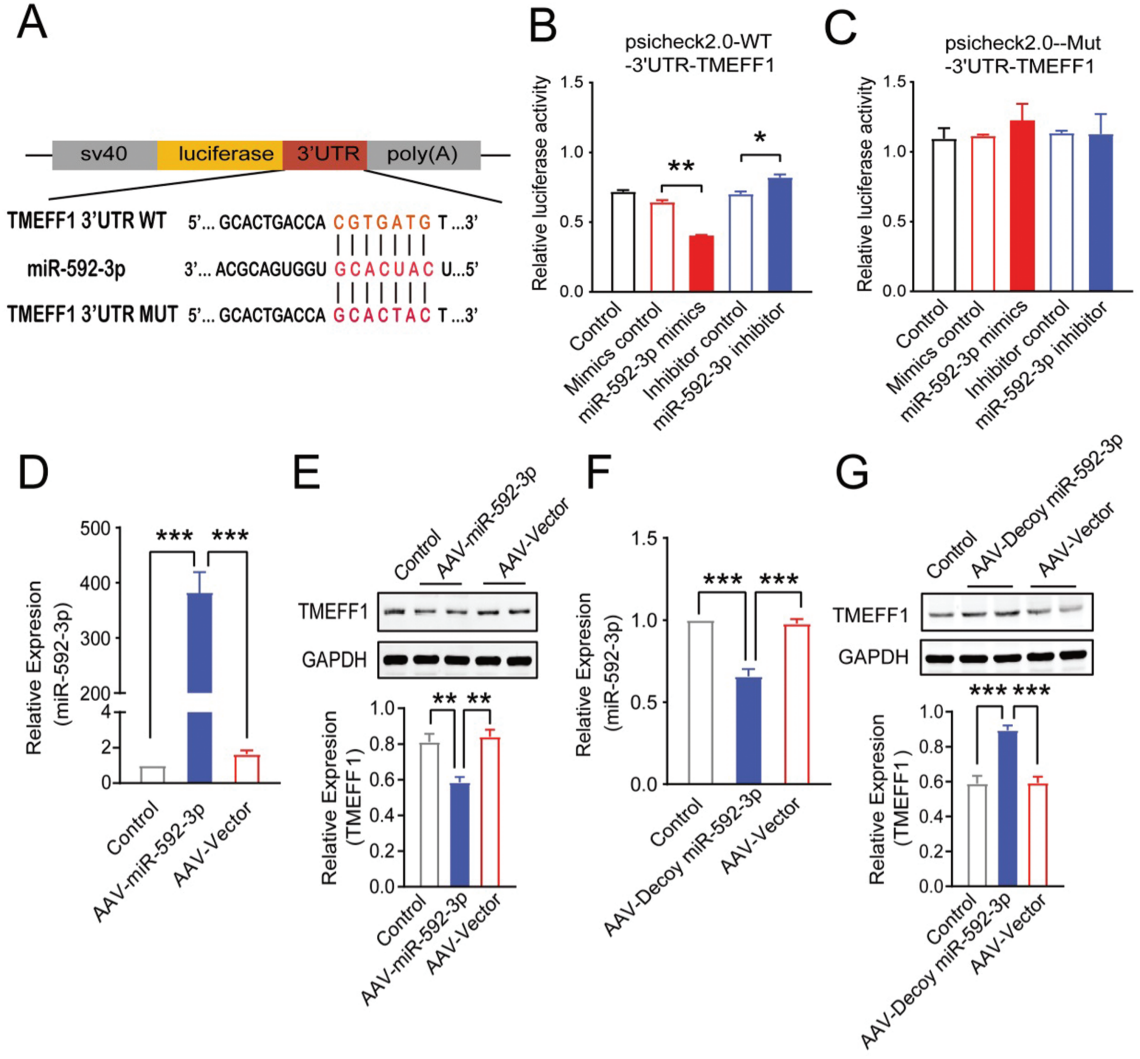
The expression of TMEFF1 was regulated by miR-592-3p in the NAcC. (A) The predicted miR-592-3p binding site in the 3′-UTR region of TMEFF1 and the designed mutant sequences of TMEFF1 were indicated. (B, C) Relative luciferase activities of miR-592-3p were measured in the 293T cells that co-transfected TMEFF1 with wild-type luciferase vector or mutant luciferase vector, ** *P* < .01 vs mimics control, * *P* < .05 vs inhibitor control. (D) The expression of miR-592-3p was significantly increased after injection of rAAV-miR-592-3p (rAAV-TRE-CMV-EGFP-miR-592-3p-WPRE-hGHpA), ***P < .001 vs control or rAAV-vector (n = 4). (E) The expression of TMEFF1 was significantly decreased after injection of the upregulated rAAV-miR-592-3p during the incubation of morphine craving. **P < .01 vs control or rAAV-vector (n = 6). (F) The expression of miR-592-3p was significantly decreased after injection of rAAV-Decoy-miR-592-3p (rAAV-TRE-U6-Decoy RNA (miR-592-3p)-EGFP-SV40-pA), ***P < .001 vs control or rAAV-vector (n = 4). (G) The expression of TMEFF1 was significantly increased after injection of down-regulation rAAV-Decoy-miR-592-3p during the incubation of morphine craving. ***P < .001 vs control or rAAV-vector (n = 6).

To determine if miR-592-3p regulates the translation of TMEFF1 protein, miR-592-3p was overexpressed by injecting rAAV into NAcC, and the results of the real-time PCR revealed that rAAV-miR-592-3p leads to a significant elevation in miR-592-3p levels in contrast to the control (*P* < .001) and rAAV-vector (*P* < .001) groups (Fig. 5D). Meanwhile, the western-blot results revealed that rAAV-miR-592-3p overexpression could induce a decrease in TMEFF1 protein levels compared with the control (*P* < .01) and rAAV-vector (*P* < .01) (Fig. 5E) in the incubation of morphine craving. In addition, the rAAV-Decoy-miR-592-3p was injected to test the effects of the downregulated expression of miR-592-3p in NAcC. Here, the results of real-time PCR revealed that rAAV-Decoy-miR-592-3p application can trigger a significant decrease in miR-592-3p levels in contrast to the control (*P* < .001) and rAAV-Vector (*P* < .001) groups (Fig. 5F). Western-blot results revealed that downregulation of rAAV-Decoy-miR-592-3p could induce the increase in the TMEFF1 protein levels in contrast to the control (*P* < .001) and rAAV-vector (*P* < .001) (Fig. 5G). These results suggested that miR-592-3p regulated the expression of TMEFF1 in the NAcC during the cue-induced incubation of morphine craving.

## DISCUSSION

Following prolonged withdrawal from drug self-administration in laboratory animals, cue-induced drug-craving progressively increases, a behavioral phenomenon known as “incubation of drug craving” (Li et al., 2015). This “incubation” of the drug craving phenomenon may be a key factor in the persistence of psychological addiction. The epigenetic factor is a novel approach to examine the underlying mechanisms of the pathogenesis of the incubation of drug craving (Werner et al., 2021). MiRNAs, as epigenetic modulators, might have a part in this drug-craving process. The overall goal of the current work was to determine if miRNAs mediate neurobiological mechanisms that are responsible for the cue-induced incubation of morphine craving. In this work, small RNA-seq was performed to analyze the miRNA expression profile from NAc tissues in the incubation of morphine craving mice model, and we identified that miR-592-3p is abnormally downregulated. 

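Both arms of the miR-592 hairpin are in the deposited counts. The 3′ arm, miR-592-3p, was at or under the limit of 3 counts in every library, so that a difference between T1 and T2 was not detectable at this depth. The 5′ arm, miR-592-5p, had 1206, 640 and 678 reads at T1 and 274, 121 and 403 reads at T2. In CPM, it was 97.3 ± 14.4 (SD, n = 3) at T1 and 64.7 ± 37.7 (SD, n = 3) at T2. Its log2 fold change was -0.59 (standard error 0.41, adjusted p = 0.348 from edgeR's quasi-likelihood test), and the groups overlapped (exact permutation test, two-sided, p = 0.3). With each library left out in turn, the log2 fold change of miR-592-5p ranged from -1.14 to -0.32, and without the first T2 library its adjusted p was 0.0423 (edgeR). miR-592-5p was chosen for this comparison after its values were seen. Of all reads on the hairpin, 0.0301% were from the 3′ arm (95% exact Clopper-Pearson interval 0.000762% to 0.168%). From the small RNA-seq profile the paper states that miR-592-3p is downregulated, and it selected this miRNA for the experiments on mechanism after qRT-PCR of the candidates (Fig. 1F).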

Loss of miR-592-3p expression resulted in an increase in TMEFF1 levels in NAcC, which in turn led to cue-induced incubation of morphine craving, whereas overexpression of miR-592-3p resulted in a decrease in TMEFF1 levels in NAcC and reduced the cue-induced incubation of morphine craving.

The incubation of cravings has been broadly examined in the drug self-administration paradigm, but not in the CPP paradigm (Nicolas et al., 2019), yet the utilization of the CPP paradigm to reflect the incubation of cravings has already been proposed by Li et al. (Li et al., 2008), who revealed that the CPP scores affiliated with low doses of morphine (1 mg/kg and 3 mg/kg) but not high doses (10 mg/kg) increased progressively throughout the first 14 days of abstinence in rats. The increased CPP scores concurrent with the low doses of morphine were utilized to reflect incubated craving. According to our previous study (Yu et al., 2021), morphine doses of 1, 5, and 10 mg/kg were used to establish the cue-induced CPP incubation of the morphine craving model in mice. Identically, our results revealed that the CPP score of the dose of morphine at 5 mg/kg increased progressively during WD 14, which successfully induced the incubation of morphine craving in mice. Different animal models of morphine incubation might result in a different dose of morphine. In our study, the dose of 5 mg/kg morphine incubation model was observed in mice and the dose of 1 mg/kg and 3 mg/kg morphine was used in rats in the incubation model in Li’s research. CPP scores in concert with low doses of morphine (5 mg/kg) increased progressively during the abstinence period, like the increase in active responses in the self-administration paradigm. These results suggest that the incubation of the craving phenomenon could be modeled by the CPP paradigm.

The role of miRNAs in response to the incubation of drug craving remains largely unknown. 

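The tested miRNAs were ranked by the size of their change in the small RNA-seq. The log2 fold changes at T2 ranged from -3.14 to 3.42, and 76 miRNAs were lower and 67 higher by more than 1 on the log2 scale. The largest decreases were in miR-337-3p, at -3.14 (standard error 0.72), and miR-3544-5p, at -2.97 (standard error 0.74), with means of only 3.16 and 2.81 CPM at T1. Their hairpins overlap on opposite strands of chromosome 12 so that reads of one could have been counted on the other, and both changes are uncertain. The largest increases were in miR-6538, at 3.42 (standard error 0.87), and miR-12191-3p, at 3.04 (standard error 0.77). Their means at T1 were only 0.70 and 0.63 CPM. Among the candidates, miR-137-3p had the largest decrease, and 4 other tested miRNAs fell further. The miRNA with the next smallest p was miR-369-3p, with a log2 fold change of -1.68 (standard error 0.31). Among increases it was miR-135a-2-3p, with a log2 fold change of 2.32 (standard error 0.47, edgeR's adjusted p = 0.0722). These miRNAs other than miR-137-3p were chosen after their values were seen. miR-592-3p has no place in this ranking, since too few reads were counted on it.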

Here, we first screened alterations in miRNAs associated with the incubation of morphine craving, and, among such miRNAs, miR-592-3p was of particular interest because it demonstrated the most dramatic change in expression in the NAc during the incubation of morphine craving in model mice. This catalog of morphine-regulated miRNAs can offer new insight into the molecular mechanisms of the incubation of morphine craving and serve as a resource for future studies. miRNAs, which influence the interactions among these molecules and their targets in different diseases, such as addiction, may serve as valuable targets for more efficient therapies (Dreyer, 2010; Pietrzykowski, 2010; Bali and Kenny, 2013; Bhaskaran et al., 2019). Chandresekar and Dreyer have shown that the miRNAs miRNA-124a and let-7d were downregulated in the striatum in response to cocaine treatment (Chandrasekar and Dreyer, 2011). Later, Rodriguez found that the miR-133b target PITX3 may be a mechanism for the development of an addiction to morphine or other drugs able to increase dopaminergic levels in the extracellular space that are abused (Rodriguez, 2012). Other studies have also suggested the involvement of several miRNAs (miR-212, miR-132, miR-181a, miR-140, miR-190, and so on) in the dendritic spine morphogenesis and the development of addiction (Chandrasekar and Dreyer, 2011; Bali and Kenny, 2013; Smith and Kenny, 2018). Specific miRNAs have emerged in the literature as key regulators leading to addiction and could serve as valuable targets for more effective therapies. In the present work, we confirmed that miR-592-3p was decreased in the incubation of morphine craving, and gain- and loss-of-function results pertaining to miR-592-3p revealed that miR-592-3p has a functional part in cue-induced incubation of morphine craving in the NAc. These results support the idea that a set of miRNAs have an important part in the morphine-addiction process.

To understand the mechanism of miR-592-3p, one must first determine its target genes and binding sites. TargetScan and miRanda analyses indicated that TMEFF1 may be a potential target of miR-592-3p. TMEFF1, a transmembrane protein, appeared to be highly expressed in the human embryo and nerve tissues (Kanemoto et al., 2001). Prior studies have primarily focused on its role in the middle/late developmental stage of the embryo and the effect of its regulation on the central nervous system (Kanemoto et al., 2001; Nie et al., 2019; Wang et al., 2020). Listos et al. revealed that TMEFF1 is a carcinogenic gene in ovarian cancer that can be regulated via the MAPK and PI3K/AKT signaling pathways, which are involved in morphine addiction (Listos et al., 2019). TMEFF1 was originally discovered to be differentially expressed in brain tissues. Our study found that TMEFF1 was mainly expressed in the neuron membrane. As the target gene of miR-592-3p, we verified the content and function of TMEFF1 in the cue-induced incubation of the morphine craving model. Our results revealed that the expression of TMEFF1 at protein levels was significantly upregulated in the cue-induced incubation of morphine craving in the NAcC. Furthermore, our results showed that downregulation of TMEFF1 could significantly decrease the morphine incubation, and its overexpression significantly increased morphine incubation, suggesting a functional role of TMEFF1 in cue-induced incubation of morphine craving. Our results revealed that overexpression of miR-592-3p decreased TMEFF1 protein levels in the incubation of morphine craving and its downregulation led to a significant increase in TMEFF1 protein levels, which indicated that miR-592-3p has a functional part in the regulation of TMEFF1 expression during the incubation of morphine craving. Considering the ceiling effect on CPP scores of 5-mg/kg morphine conditioned mice in T2, 1 mg/kg morphine was used in the experiments, and we found that the downregulation of miR-592-3p and overexpression of TMEFF1 increased the CPP scores of T2 and facilitated the cue-induced incubation of morphine craving. Therefore, our results provide new insights into functions of TMEFF1 in the brain.

The incubation of drug craving involves neuroadaptations in the circuitry underlying reward and motivation (Wolf, 2016). NAc has a crucial part in the brain’s system of reward, motivation, aversion, and reinforcement learning; hence, it is associated with addiction (Klawonn and Malenka, 2018). NAc is considered a part of the basal ganglia and is divided into 2 anatomical components, the shell (NAcSh) and core (NAcC), each having its functions. The NAc core and shell are heterogeneous structures that may be distinguished according to morphology and projections. This neuroanatomical evidence has led to the conduct of many studies on the role of NAc core and shell in motivated behaviors and how drugs affect the reward system in conditioned and unconditioned circumstances (Glass et al., 2008; Ito and Hayen, 2011; West and Carelli, 2016). In our study, the expression of miR-592-3p was significantly decreased and had a functional role in cue-induced incubation of morphine craving in the NAcC, but not in NAcSh. Additionally, gain- and loss-function analyses showed that miR-592-3p has a functional part in the regulation of TMEFF1 expression in the NAcC. Wang et al. suggested that the NAc core and shell lesions elicited dissociable effects on the reactivation of extinguished CPP, postulating that the NAc core might play a more important role in resisting the reactivation of extinguished CPP in morphine-addicted rats (Wang et al., 2008). Overall, these results support the existence of an important role for the NAc core in the incubation of morphine craving.

The main strength of this study can be summed up as follows: a gain- and loss-of-function strategy was applied to understand the mechanism of miR-592-3p and its target gene, *TMEFF1*, in morphine craving incubation, which enhances the regulation result of miR-592-3p and *TMEFF1*. However, some limitations should also be noted. First, although some reports and our data showed that the CPP paradigm could be a well-defined model for the phenomenon of craving incubation, the paradigm of self-administration has been more widely studied to date in the incubation of drug craving. Future studies with a self-administration paradigm should be done to verify the role of miR-592-3p and its target gene, *TMEFF1*, during incubation of morphine craving. Secondly, the function of miR-592-3p and TMEFF1 was studied respectively, co-regulation of miR-592-3p and *TMEFF1* by rescue assay warrants further studies. Last, we only highlighted the role of miR-592-3p and its target gene, *TMEFF1*. However, other target genes require further study. Thorough analysis of these target genes could further our knowledge of the molecular mechanisms underlying the incubation of morphine craving.

## Conclusions

In conclusion, the expression of miR-592-3p was downregulated in the process of cue-induced incubation of morphine craving. MiR-592-3p has a crucial part in the incubation of morphine craving by post-transcriptional regulation of TMEFF1. Furthermore, upregulation of miR-592-3p improves morphine craving. The results of this work offer evidence to help determine the underlying mechanism of the incubation of morphine craving and may pave the way for important new avenues for preventing drug relapse.

## Supplementary Material

pyac004_suppl_Supplementary_Table_S1 Click here for additional data file.

pyac004_suppl_Supplementary_Table_S2 Click here for additional data file.

pyac004_suppl_Supplementary_Table_S3 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

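Small RNA-seq counts from the NAc (core and shell) of male C57BL/6N mice were analysed, with 3 libraries from T1 and 3 from T2. The authors made small RNA libraries, filtered the reads by quality and length, mapped them to the reference by Bowtie without mismatch and deposited the raw count of each mature miRNA. The methods and the supplementary tables do not name the genome build of that reference. The deposited values called TPM are CPM, each count scaled by the total count of its library, without a length. Between 2643331 and 9842166 reads per library were counted on miRNAs, with a median of 7562538 at T1 and 3401137 at T2. A count of 0 therefore allows between 0.305 and 1.13 CPM (3 counts of the total). No entry was blank or a total, and 1231 of the 1320 miRNAs were known ones.

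The counts were tested in edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr with a minimum count of 10 and the quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. The common dispersion was 0.123, which corresponds to a biological coefficient of variation of 0.351. The 724 miRNAs that did not pass the filter were not tested. CPM values are means of TMM-normalized CPM with their SD. For single miRNAs an exact two-sided permutation test on log2(CPM + 0.1) was run over the 10 ways to divide 6 libraries into 3 and 3, whose smallest p is 0.1. Principal components and clustering used log2 CPM with a prior count of 2. The entries of Supplementary Table S2 were matched to means of counts divided by median-ratio size factors from DESeq2. The means set against the paper's in the list of differences are TMM-scaled counts, with the library sizes scaled to their geometric mean.

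The miRNAs named followed a fixed rule: the 8 candidates, the 5 miRNAs that Supplementary Table S1 lists as examples of changed miRNAs, and up to 5 miRNAs per direction past the threshold, which named none. Others are marked as chosen after their values were seen. A list of miRNAs cited in the paper on addiction (let-7d, miR-124, miR-132, miR-133b, miR-140, miR-181a, miR-190 and miR-212) was tested as a list, and a list of red blood cell miRNAs was used for one test.

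The alternatives were DESeq2 1.42.0, the test of the original DESeq package written anew after its description because the package named in the methods was not used here, RLE, upper-quartile and total-count normalization, other filters, known miRNAs only, merging of miRNAs with nearly equal counts, limma 3.58.1 on log2 of the deposited values plus 1 or 0.1, the replicate number as a block, total RNA as a covariate, a fold change of at least 1.5, and each library left out in turn. Chosen after seeing the data were DESeq2 with filtering set for 0.05, edgeR's likelihood-ratio test, a correction for the GC content of the hairpin arm alone and with the block, and miRNAs with an annotated hairpin only. GC content was corrected by a loess fit (span 0.75, degree 1) within each library. The libraries were also thinned 20 times to the smallest total. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for tables and figures.

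The tests were tested on simulated data with 596 miRNAs, of which 200 were changed. With no miRNA changed, edgeR made 0 calls and DESeq2 a mean of 0.333. The original DESeq test, written anew and run on a single simulated set, made 1 call. The original DESeq test, written anew, recovered 6.50% of the miRNAs changed 2-fold and 72.5% of those changed 4-fold.

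Hairpin positions and transcript sequences are from GENCODE annotation of GRCm38, in which 1179 of the known miRNAs had a hairpin. The qRT-PCR, western blot, viral and behavioral data were not analysed here.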

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

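The tests on the entry named miR-592-3p and on the depth behind its arms were chosen only after the result was seen. The paper does not discuss the 3 signals below.

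The 5′ arm of the miR-592 hairpin, miR-592-5p, had 3322 reads in the 6 libraries, while the 3′ arm that the paper studies had 1. Over 185 hairpins with at least 1000 reads on both arms together the median share of the minor arm was 1.70%. Counting error allows miR-592-3p a share of up to 0.168% (95% exact Clopper-Pearson interval), which argues against an arm of that median share that was missed by low depth. A share this small is not rare, since 18 of the 185 hairpins, miR-592 included, had one no larger than that of miR-592, and depth still limits any comparison of T2 with T1. Whether the small RNA libraries capture the 3′ arm poorly was not tested, and neither was a biological explanation for the use of the arms.

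miR-485-5p had 13659 reads in the 6 libraries and is not listed in Supplementary Table S2. It was higher at T2, with a log2 fold change of 1.19 (standard error 0.30, edgeR's adjusted p = 0.0722). With each library left out in turn, its log2 fold change ranged from 1.00 to 1.31. The means that the paper lists for miR-592-3p are those of miR-485-5p, and 1 miRNA of the deposited counts, miR-485-5p, has both means. Another counting or scaling of the whole table is argued against by the 99 other entries, which equal the counts under their own names. The values are consistent with those of miR-485-5p standing under another name, a hypothesis found and tested on the same table. How the name came to differ was not tested. Whether the increase itself is technical or biological stays open with the other changes between T2 and T1.

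miRNAs of the chromosome 12 cluster, between Meg3 and Dio3 (109541001 to 110281097), were lower at T2 than other miRNAs. The median log2 fold change of the 88 tested members was -0.45, against 0.09 for 480 other miRNAs, a shift of -0.54. Of the members 58, or 65.9%, were lower, against 47.1% of the others, and 27 were lower and 4 higher at an unadjusted p under 0.05. After a correction for GC content the shift was -0.44, which argues against a GC trend as the whole cause. The shift stayed at -0.26 or further from 0 with each library left out. Leaving out the first T2 library moved it from -0.54 to -0.26, and without the second T1 library it was -0.35. The -0.26 lies inside the range of the other splits given below, so this test cannot exclude a single library as the main cause. The median deviation of the members was -0.48, -0.22 and -0.03 in the T2 libraries, against 0.10, 0.02 and -0.02 for the other miRNAs. In the T1 libraries it was 0.10, 0.28 and 0.20, against 0.03, 0.01 and -0.01. In the third T2 library the members thus lay almost level with the other miRNAs, whereas in every T1 library they lay above them. Relative to the other miRNAs, this library was lower than each T1 library, but by less than the first and second T2 libraries. In 1 of the 10 splits of the 6 libraries, the real one, the shift was as large, and in the other 9 it ranged from -0.30 to 0.35, a number of splits too small to exclude chance. With total RNA as a covariate the shift was -0.27, and the amount of RNA cannot be told apart from the time of withdrawal, since every T2 sample had less RNA than every T1 sample. A change of the cluster with withdrawal is an open explanation that was not tested.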

How the results depend on the processing

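In edgeR's main test 0 miRNAs were higher and 0 lower at T2 (177 at an unadjusted p under 0.05). Among the alternatives set before the data were examined, DESeq2 gave 48 higher and 52 lower, with 7 candidates among the lower and 99 calls shared with Supplementary Table S2. Upper-quartile normalization gave 4 higher and 2 lower, with 1 candidate and 6 shared calls. Without a filter there were 31 higher and 58 lower, with 6 candidates and 60 shared. limma gave 2 lower with either pseudocount, with 1 candidate and 2 shared. Counts stayed at 0 under the original DESeq test, RLE and total-count normalization, at least 10 counts in every library, known miRNAs only, merged miRNAs and the total RNA covariate, of which RLE normalization had the most miRNAs at an unadjusted p under 0.05, 182. A fold change of at least 1.5 left 0 higher and 0 lower. The unadjusted count was 70 under the original DESeq test and 15 with the total RNA covariate. For the 7 candidates, the log2 fold changes with DESeq2 lay well within the standard errors of the main ones. For miR-137-3p it was -2.14 (standard error 0.38) with DESeq2, against -2.15 (0.37) in the main test. The standard errors with DESeq2 were larger, except for miR-29b-3p, at 0.305 against 0.309. This argues against larger changes or smaller errors as the reason why DESeq2 called these candidates. The cause of the other changes in the counts was not tested.

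Chosen after seeing the data, DESeq2 with filtering set for 0.05 gave 48 higher and 55 lower, with 7 candidates and 98 shared. The edgeR likelihood-ratio test gave 32 higher and 48 lower, with 5 candidates and 70 shared. Correction for hairpin-arm GC content, or miRNAs with a hairpin only, gave 0, with 166 and 169 at an unadjusted p under 0.05.

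With the replicate number as a block, 24 were higher and 41 lower, with 5 candidates and 53 shared. The block together with the GC correction, chosen after seeing the data, gave 8 higher and 7 lower, with 2 candidates and 15 shared. Libraries with the same number did not deviate together (correlations 0.0896, -0.0823 and -0.116), so the numbers do not pair the samples.

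Across the 6 fits that each left out one library, 0 to 48 miRNAs were higher and 0 to 37 lower, 0 to 5 candidates were called, 0 to 59 calls were shared and 93 to 210 miRNAs had an unadjusted p under 0.05. Without the first T2 library there were 19 higher and 29 lower, and without the third 48 and 37. Without the first T1 library the unadjusted count was 93. The first principal component held 54.9% to 64.6% of the variance in these fits and 45.5% without a filter, against 54.6%.

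The 7 testable candidates were lower in all 167 pairs of candidate and alternative, and 43 of these passed the threshold. Over the 15 named miRNAs with a value, 359 pairs gave 256 on the same side of the threshold, 103 newly past it and 0 reversed. Since the main test called 0, no alternative could take a call away, so this tally does not show how firm the changes are. The total RNA covariate counts as the same side for all 15, with an adjusted p of 0.985 (edgeR). Upper-quartile normalization moved the median log2 fold change of all tested miRNAs to 0.11 and limma with pseudocount 0.1 to -0.11, from 0.00438.

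The GC correction of mature sequences, alone and with the block, was not run because those sequences are not given. No alternative gave a usable log2 fold change of miR-592-3p, since its 1 read limits any comparison. The original DESeq test, the block, the covariate and the likelihood-ratio test give no separate principal components.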

Differences from the paper's values

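The paper's counts are 48 miRNAs higher and 52 lower at T2, against 0 and 0 here (177 at an unadjusted p under 0.05, edgeR). Among the alternatives set before the data were examined, DESeq2 gave 48 and 52, the paper's values. Without the third T2 library there were 48 higher and 37 lower, both within 1.5 times the paper's. The lower count was also within 1.5 times with no filter (58) and with the replicate block (41), whose higher counts were 31 and 24. The other alternatives set before did not close the gap. DESeq2 with filtering set for 0.05, chosen after seeing the values, gave 48 and 55. The original DESeq test that the methods name, written anew, gave 0 and 0 with a smallest adjusted p of 0.0991.

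In the paper's Supplementary Table S2 the means of miR-592-3p are 1452.63 at T1 and 3255.65 at T2, against 0.183 and 0 here. In the paper's list of 5 changed miRNAs in Supplementary Table S1 its means are 822.038 at T1 and 184.641 at T2. Such means were computed under 4 of the alternatives set before the data were examined (DESeq2's size factors, RLE, upper-quartile and total-count normalization), and none of these 4 closed the gaps.

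The paper's list of 5 changed miRNAs in Supplementary Table S1 gives miR-181c-5p a log2 fold change of 2.2817, against -1.68 here, and a T2 mean of 536.448, against 45.0. It gives miR-186-5p the paper's log2 fold change of 1.7738, against -1.20, and a T1 mean of 197.125, against 2175. For the log2 fold changes, no alternative set before the data were examined that gave a value closed the gap, and for the means none of the 4 did. For miR-137-3p the paper's log2 fold change there is -1.5364, against -2.15 here, and only the total RNA covariate, at -1.57, came within the error. That nearness explains nothing, since the values listed for miR-137-3p are those of miR-341-3p. The values listed for miR-181c-5p and miR-186-5p are those of miR-135a-2-3p and miR-1224-5p. The paper's means for it are 5562.3 at T1 and 1916.99 at T2, against 832 and 187, and none of the 4 closed that gap. The paper's Supplementary Table S2 gives these 3 miRNAs log2 fold changes of -1.6815, -1.2025 and -2.1433, within the error of the values here.

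The paper states that sequencing found miR-592-3p downregulated at T2, whereas its 1 read here gives no direction. The paper's 2 lists differ in direction. Supplementary Table S2 lists miR-592-3p as higher, with a log2 fold change of 1.1642 and the means of miR-485-5p. The list of 5 changed miRNAs in Supplementary Table S1 has it as lower, with -2.1433 and the means of miR-137-3p. The paper states that miR-592-3p changed most in the NAc. In the small RNA-seq, miR-137-3p had the largest decrease among the 7 testable candidates, with a log2 fold change of -2.15. A further 4 miRNAs fell more, from means at T1 of only 2.46 to 6.19 CPM. The paper selected miR-592-3p after qRT-PCR, which was not analysed here. Its statement may rest on that assay, so the sequencing values do not decide it. The 7 other candidates that the paper calls downregulated were lower here, and DESeq2 called all 7; 0 passed the threshold in edgeR's main test (7 at an unadjusted p under 0.05).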

Other observations

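The total RNA covariate was set before the data were examined. The other test on the amount of RNA and the test on red blood cells were chosen only after the result was seen.

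The real split of the 6 libraries gave the most miRNAs with an unadjusted p under 0.05, 177, and was the only one of the 10 splits with as many (1 of 10), while the other 9 gave 3 to 39. For DESeq2 calls it was again 1 of the 10, with 100 calls, and the other splits gave at most 4, in 1 split. With 10 splits the share cannot fall under 10%, so chance cannot be excluded by this test.

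Thinning all libraries to the smallest total left a median of 173 miRNAs (167 to 183 over 20 draws), of which at least 154 were shared with the full data, which argues against depth as the cause of that count. DESeq2 calls under thinning were fewer, 42 to 75 with a median of 58.5, against 100. The GC correction left 166 miRNAs, against 169 before it on the 568 miRNAs with a GC value, with 145 shared, while the Spearman correlation across miRNAs of log2 fold change with GC content fell from 0.189 to 0.0265. miRNAs are not independent replicates. This argues against a GC trend as the whole cause.

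Of the red blood cell miRNAs, miR-451a had a log2 fold change of -0.01 (-0.00600; standard error 0.37), while miR-486a-5p had 1.01 (standard error 0.35). The first had 173 to 372 CPM per library, and miR-144-3p and miR-144-5p had too few reads to test. More or fewer red blood cells would move miR-451a too, which argues against them. The study also lists miR-486a-5p in Supplementary Table S2.

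The amount of RNA stays open. With total RNA as a covariate 15 miRNAs had an unadjusted p under 0.05, 11 of them among the 177. Every T1 sample had at least 5.184 µg and every T2 sample at most 4.672 µg (the paper's values), so amount and withdrawal time cannot be told apart for these miRNAs. The amounts are those listed for the samples, and the methods give 3 µg as the input of every library. Over the 177 miRNAs, the mean move from the T1 mean in the direction of T2, on the log2 scale, was 1.51, 1.17 and 0.87 in the T2 samples with 2.048, 2.4 and 4.672 µg, and 0.11, 0.15 and -0.26 in the T1 samples with 5.184, 5.504 and 8 µg. The move was larger with less RNA within T2, but not in that order for the first pair of T1 samples. The gap between the groups, from 0.11 at 5.184 µg to 0.87 at 4.672 µg, decides nothing, since these miRNAs were chosen for their difference between the groups. A change with withdrawal time is the biological explanation that the design gives, and it also stays open. The libraries differed in other ways too. Reads without an insert were 6.177%, 4.615% and 2.36% of the raw reads in the T2 libraries, against 2.301% to 2.85% at T1. The share of raw reads counted on miRNAs was lowest in the first and second T2 libraries. Whether such differences play a part was not tested, and thinning the counted reads cannot test it.

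The means that the paper's list of 5 changed miRNAs in Supplementary Table S1 gives for miR-592-3p, miR-126-5p, miR-181c-5p, miR-186-5p and miR-137-3p equal those of miR-137-3p, miR-369-3p, miR-135a-2-3p, miR-1224-5p and miR-341-3p in the deposited counts.

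Of the miRNAs that the paper cites in addiction, 16 mature arms are in the counts and 15 were tested. Over all miRNAs 0 passed the threshold in edgeR's main test, and 6 had an unadjusted p under 0.05. Adjusted over the list alone 1 did pass, miR-190a-5p, with a log2 fold change of -1.77 (standard error 0.45, edgeR's adjusted p over the list 0.0363). The median log2 fold change was 0.14, with 7 lower and 8 higher. The study picked 3 of the arms from these libraries for Supplementary Table S2, miR-140-3p, miR-140-5p and miR-190a-5p. DESeq2 gave these 3 adjusted p-values over all miRNAs of 0.0357, 0.0357 and 0.0134. miR-190a-5p, miR-140-3p and miR-140-5p were singled out after their values were seen.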
